A study of Oryzias latipes with 24 samples. Its data were reported in "Dynamic transcriptional and chromatin accessibility landscape of medaka embryogenesis" (2020).

How the data were processed

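The deposited table of TPM values per gene was used as given, together with the gene models and the lists of transcription factors and long noncoding RNAs, with 22 libraries of 11 stages and 2 libraries per stage. According to the submitters, strand-specific poly(A) libraries were sequenced as paired reads, aligned with HISAT2 2.1.0 and assembled and quantified with StringTie 1.3.3b. The build is the one of the study's gene models; TPM keep no read depth, so none is given here. The deposited values are TPM, as the authors computed them. Each column was matched to its sample by stage and replicate, and 0 columns were left without a sample. The authors' mean columns equal the mean of the 2 replicates to within a relative difference of 7.45e-07. The labels give whole embryos as the source of each sample, and p-values measure the spread between these samples only. The study's methods describe many embryos collected per stage, so each library is read here as a pool. An SD below is thus a spread between 2 libraries and not between single embryos.

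Genes at 1 TPM or more in at least 2 libraries (21179) were tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with a mean per stage and an intensity trend of the variance. A gene was called at a step between adjacent stages when its Benjamini-Hochberg adjusted p within that step was under 0.05 and its log2 change was at least 1. Lists of marker genes and of pathway members, and transcription factor families of 15 or more genes, were tested with camera in limma at a preset inter-gene correlation of 0.01 and again with an estimated correlation. Alternatives were other pseudocounts, filters and scalings, no variance trend, a replicate block, other minimum changes, single libraries left out and the other strain left out. Lists needed 5 measured members, and adjustment ran over all lists and steps. The samples, tests, lists and most alternatives were fixed before the data were examined. Named genes are the 3 largest rises and falls per step among genes with a symbol, a mean of 10 TPM or more on the higher side and no overlap between the libraries, together with the 3 most abundant members of each list. Some genes that this rule takes are not reported here.

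The tables carry identifiers without symbols. Symbols were assigned by the overlap of gene spans with RefSeq gene spans on the same chromosome, taking pairs with a Jaccard index of at least 0.5; this rule departs from the planned overlap of exonic bases on the same strand and was set after the tables were seen. It matched 18106 genes, of which 9404 (35.4%) have a symbol. After a shift of the positions by 200000 bases 2326 still matched, and 97 of 100 symbols with a transcription factor name fell in the family of that name. Gene starts lay within 20 bases of a RefSeq start for 7929 of 25953 genes, against 57 after a shift of 1000 bases.

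Peak stages were compared with Fisher's exact test, long noncoding RNA levels with 100000 permutations, and clusters were made by fuzzy c-means on standardized stage means with a fuzzifier of 1.25. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. In a self-test 50 genes per size were changed at the step from stage 25 to 29. At log2 changes of 1, 2, 3 and 4, 14, 76, 86 and 86% were called, with 4 false calls among 20979 unchanged genes. Among genes with a mean log2 level of 5 or more, a restriction chosen after the first result was seen, 8, 86, 100 and 98% were called, with 7 false calls. camera called 0 of 500 list tests on unchanged data, with 1.2% at an unadjusted p under 0.05. The simulated genes varied independently of each other, so this does not test the preset correlation for lists whose genes vary together. The simulated libraries also held no difference between the replicate numbers. The false calls above therefore hold only for data without such a difference. Isoform changes were not analysed here.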

Results

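The series follows medaka (Oryzias latipes) through 11 stages with RNA sequencing: stages 6, 11, 15, 19, 25, 29, 32, 36, 38, 40 and 41. Each stage holds 2 libraries, and 20 of the 22 come from the Hd-rR strain. The labels call each sample a whole embryo; the study also speaks of a larval stage, read here as stage 41, so the last step crosses from embryo to larva. Replicate 2 of stages 40 and 41 has a strain label that names d-rR and Qurt. It is called the other strain below, although the study keeps d-rR and Qurt as separate strains. Strain and replicate number cannot be separated at those stages. Values are in TPM, a share of the poly(A) RNA captured in each library. Every level below is a mean ± SD over the 2 libraries of a stage (n = 2). The deposited values are given per gene, together with gene models and lists of transcription factors and long noncoding RNAs. Accessibility data of the same study and the libraries of adult gonads were not used here for tests between stages.

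The gene models number 26549, with 40961 transcripts. Their median gene span is 7.22 kb, the median transcript is 2.46 kb, and the median exon count is 8. Of the genes, 16255 (61.2%) have StringTie as the source of their model and 10279 (38.7%) Ensembl. StringTie served there to merge models from PacBio long reads mapped to the genome. A total of 7869 genes (29.6%) have 2 or more transcripts, and the highest number for one gene is 33. The set also holds 94 spike-in or reporter models and 13 mitochondrial genes. Transcription factors number 1646 in 68 families, led by zf-C2H2 with 579 genes, Homeobox with 227, bHLH with 128, bZIP with 80 and HMG with 63. Long noncoding RNAs number 1135, with a median length of 2.41 kb and 2 exons. Positions below follow the medaka genome coordinates of these models.

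At 1 TPM or more in both libraries of at least 1 stage, 20777 genes (78.3%) were detected. This held for 1562 transcription factors (94.9%) and for 270 long noncoding RNAs (23.8%). The number per stage was 12235 at stage 6, 18676 at stage 40 and 18452 at stage 41, and 10138 genes were detected at every stage. Long noncoding RNAs lay low: their median highest stage mean was 0.132 TPM against 20.6 TPM for other genes. The ratio of 0.0064 had a permutation p = 1e-05, the smallest that 100000 resamples can give. Among detected genes the medians were 14.8 and 32.5 TPM (ratio 0.454, permutation p = 4e-05).

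Libraries of one stage correlated across genes at a Spearman rho of 0.915 to 0.984 (median 0.964), lowest at stage 38 and highest at stage 25. Libraries of adjacent stages gave 0.818 to 0.983 (median 0.920), and all other pairs 0.369 to 0.943 (median 0.667). For 13 libraries the closest library was the other one of the same stage, and for 9 it belonged to another stage. Those 9 all lie between stages 29 and 40: replicate 2 of stage 29, both libraries of stages 32, 36, 38 and 40. In each of the 9 cases it came from an adjacent stage and had the same replicate number.

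**Figure D1:**
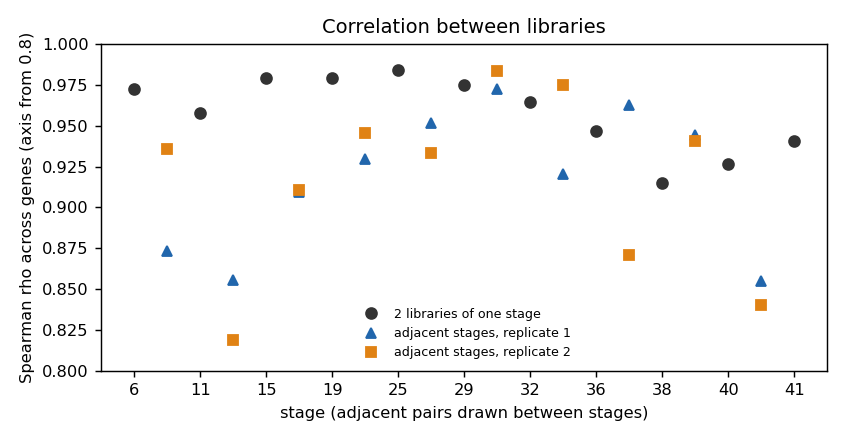
Spearman correlation across genes between the 2 libraries of each stage (circles) and between libraries of adjacent stages with the same replicate number (triangles, squares). The vertical axis starts at 0.8.

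The step from stage 11 to 15 gave the most calls: nanog and bmp15 fell and ribosomal protein genes rose. Over the 11 stages, 19635 of 21179 tested genes (92.7%) changed by limma's F test and 1544 did not pass. Among the 10 steps between adjacent stages, rises and falls numbered 1620 and 897 from stage 6 to 11, 3193 and 4252 from stage 11 to 15, and 2087 and 1698 from stage 15 to 19. The later steps gave 1520 and 379 from stage 19 to 25, 1529 and 220 from stage 25 to 29, 0 and 1 from stage 29 to 32, and 873 and 57 from stage 32 to 36. The last ones gave 653 and 282 from stage 36 to 38, 64 and 7 from stage 38 to 40, and 1105 and 2057 from stage 40 to 41. In all, 13808 genes were called at 1 step or more, 7371 at none, and the calls number 22494. A call here needs an adjusted p under 0.05 and a log2 change of at least 1. The fit holds no term for the replicate number, though the replicates differ in the same genes at many stages. Counts with a replicate block are given below with the processing.

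**Figure D2:**
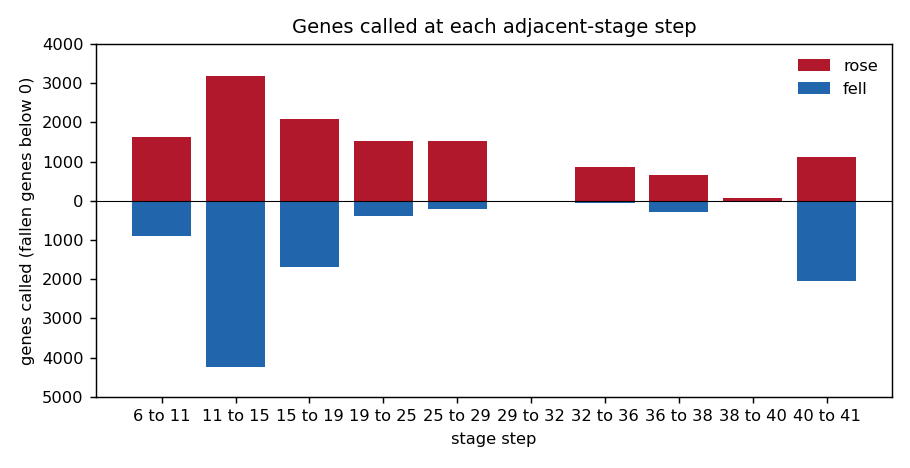
Number of genes that rose (upward bars) and fell (downward bars) at each step between adjacent stages, by limma on log2(TPM + 1) with n = 2 per stage. The shares of rises depend on the scaling, as the text gives.

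TPM are shares of a nearly fixed total in each library, so the split between rises and falls depends on the scaling. Quantile normalization gave 762 rises and 542 falls from stage 19 to 25, 791 and 297 from stage 25 to 29, 477 and 162 from stage 32 to 36, and 120 and 63 from stage 38 to 40. Median-of-ratios scaling gave 3842 and 3601 from stage 11 to 15. From stage 36 to 38 it gave 1078 and 135, where quantile normalization gave 901 and 466. From stage 40 to 41 it gave 1511 and 1495, where quantile normalization gave 1599 and 1724. The median change of all genes was -0.22 from stage 40 to 41 as deposited and -0.02 with median-of-ratios scaling, and -0.18 and 0.05 from stage 36 to 38. Quantile normalization moved that median from 0.02 to -0.14 from stage 6 to 11, from 0.15 to -0.03 from stage 19 to 25, from 0.08 to -0.06 from stage 25 to 29, and from 0.09 to -0.02 from stage 29 to 32.

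**Figure D3:**
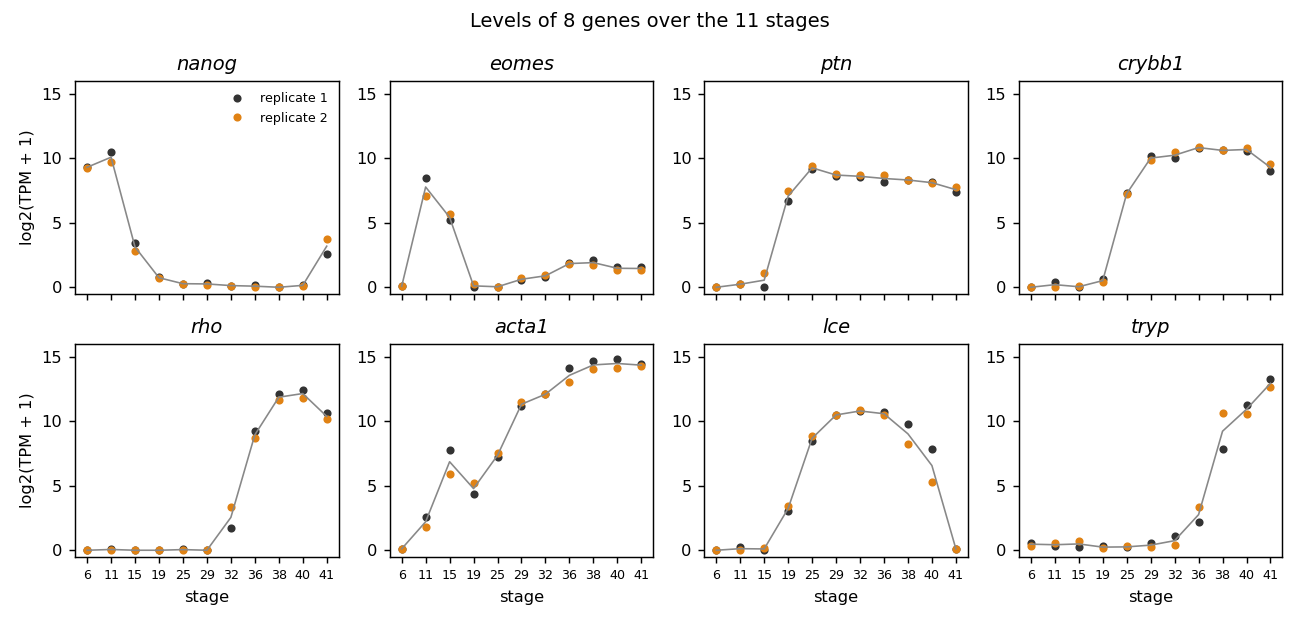
Levels of 8 genes over the 11 stages, as log2(TPM + 1). Points are single libraries (n = 2 per stage) and the line joins the means of the log2 values.

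From stage 6 to 11, eomes, sox11 and hey1 were among the largest rises. Abundance of eomes (IGDB15656, chromosome 16, 13424442-13429030), a T-box factor of mesoderm and endoderm, rose from 0.0506 ± 0.00682 to 246 ± 160 TPM (log2 change 7.71, adjusted p = 1.51e-10). Expression of sox11 (IGDB19787, chromosome 22, 10643822-10646963), a factor of neural development, rose from 0.0739 ± 0.0397 to 178 ± 72.1 TPM (7.32, adjusted p = 1.85e-08). The Notch target hey1 (IGDB12800, chromosome 11, 23313962-23316221) was listed at 0 at stage 6 and reached 183 ± 173 TPM (adjusted p = 1.30e-07). Falls were led by atl2 (IGDB10994, chromosome 1, 3553229-3574228), which shapes the endoplasmic reticulum, from 158 ± 29.4 to 14.8 ± 9.33 TPM (-3.45, adjusted p = 1.55e-04). They included arhgap45 (IGDB22399, chromosome 4, 26983981-27000380), from 158 ± 14.3 to 14.6 ± 4.89 TPM (-3.39, adjusted p = 7.12e-07), and the cytokinesis regulator ect2 (IGDB21850, chromosome 4, 1836737-1875770), from 186 ± 34.7 to 16.8 ± 0.178 TPM (-3.38, adjusted p = 7.70e-06).

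Of 24 measured mesoderm, endoderm and body axis genes, 12 rose at this step, 0 fell and 12 were not called (13 rose when adjusted over the list alone). Its camera test gave adjusted p = 7.54e-08, and adjusted p = 0.452 with an estimated correlation. Among its members, gata6 (IGDB16933), an endoderm and heart factor, rose from 0.132 ± 0.0856 to 56.6 ± 72.6 TPM, and chrd (IGDB13900), a BMP antagonist, from 0.110 ± 0.105 to 50.5 ± 53.0 TPM. Among 43 early neural genes 13 rose, 0 fell and 30 were not called (14 over the list alone, camera adjusted p = 1.42e-08), with adjusted p = 0.563 with an estimated correlation. In the blastula and pluripotency list of 11 genes, 5 rose, 0 fell and 6 were not called (5 over the list alone, camera adjusted p = 1.53e-06, adjusted p = 0.447 with an estimated correlation). The level of klf2 (IGDB16993) went from 0.175 ± 0.106 to 112 ± 128 TPM. For the 13 skin genes 7 rose, 0 fell and 6 were not called (7 over the list alone, camera adjusted p = 1.78e-04, adjusted p = 0.452 with an estimated correlation), among them scel (IGDB19079), from 0.383 ± 0.270 to 56.6 ± 67.6 TPM. The 2 libraries of stage 11 lie far apart, and the 2517 genes called at this step become 1044 without replicate 1 of stage 11 and 4222 without replicate 2.

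From stage 11 to 15 maternal genes, germ cell genes and nanog fell and the ribosomal protein genes rose. Abundance of nanog (IGDB18652, chromosome 20, 12547929-12549948), a pluripotency factor, fell from 1125 ± 398 to 7.89 ± 2.38 TPM (-6.96, adjusted p = 4.48e-10). Expression of bmp15 (IGDB17353, chromosome 18, 21189106-21192340), a growth factor made by oocytes, fell from 153 ± 66.5 to 0.583 ± 0.202 TPM (-6.54, adjusted p = 2.37e-08), and rgs22 (IGDB15529, chromosome 16, 5963209-5982401) from 218 ± 102 to 2.16 ± 1.36 TPM (-6.10, adjusted p = 3.38e-09). Rises were led by stm-l (IGDB12354, chromosome 11, 4868976-4880350), related to the otolith matrix protein starmaker, from 10.8 ± 1.90 to 1762 ± 318 TPM (7.23, adjusted p = 2.13e-10). The level of a1cf (IGDB18021, chromosome 19, 21596357-21627215), an RNA-binding protein of APOBEC1 editing, rose from 0.435 ± 0.177 to 150 ± 55.6 TPM (6.67, adjusted p = 4.48e-10). Abundance of tmod4 (IGDB16098, chromosome 16, 27106292-27120404), a tropomodulin that caps actin filaments, rose from 1.06 ± 0.280 to 200 ± 33.7 TPM (6.60, adjusted p = 7.97e-10).

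Of 16 measured oocyte and maternal genes, 15 fell at this step, 0 rose and 1 was not called (15 over the list alone, camera adjusted p = 2.38e-08, adjusted p = 0.452 with an estimated correlation). Expression of zar1 (IGDB21830) fell from 158 ± 95.3 to 13.9 ± 2.17 TPM, its relative zar1l (IGDB14332) from 377 ± 210 to 13.3 ± 1.26 TPM, and the oocyte factor figla (IGDB26353) from 134 ± 116 to 3.96 ± 1.02 TPM. Among 19 germ cell genes 16 fell, 0 rose and 3 were not called (16 over the list alone, camera adjusted p = 2.73e-07, adjusted p = 0.452 with an estimated correlation). Its members piwil2 (IGDB14036), of the piRNA pathway, and tdrd1 (IGDB17658), a Tudor protein of germ granules, fell from 283 ± 42.4 to 23.3 ± 12 and from 79.2 ± 2.26 to 12.29 ± 0.145 TPM. Of 61 ribosomal protein genes, 58 rose, 0 fell and 3 were not called (60 over the list alone, camera adjusted p = 2.71e-22, adjusted p = 0.252 with an estimated correlation). Expression of rps15 (IGDB16367) went from 201 ± 84.7 to 2356 ± 411 TPM and rpl35 (IGDB26421) from 339 ± 7.05 to 2435 ± 510 TPM. The 70 cell cycle genes gave 4 rises, 27 falls and 39 without a call (4 and 27 over the list alone, camera adjusted p = 0.00414, adjusted p = 0.907 with an estimated correlation). The cyclins ccnb2 (IGDB21218) and ccna2 (IGDB11670) fell from 657 ± 426 to 43.9 ± 1.80 and from 1876 ± 1102 to 169 ± 79.6 TPM. Of 54 oxidative phosphorylation genes 24 rose, 4 fell and 26 were not called (26 and 4 over the list alone, camera adjusted p = 1.41e-04, adjusted p = 0.563 with an estimated correlation). Mesoderm, endoderm and body axis genes rose further: 18 of 24, with 0 falls and 6 without a call (18 over the list alone, camera adjusted p = 1.28e-06, adjusted p = 0.452 with an estimated correlation).

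From stage 15 to 19, ptn, selenop and hand1 were among the largest rises, and eomes fell. The level of ptn (IGDB20456, chromosome 23, 18732565-18783034), the growth factor pleiotrophin, rose from 0.574 ± 0.811 to 138 ± 48.6 TPM (6.52, adjusted p = 5.49e-09). Abundance of selenop (IGDB25937, chromosome 9, 8406221-8409135), a selenium carrier, rose from 2.34 ± 1.99 to 111 ± 4.42 TPM (5.21, adjusted p = 8.79e-08), and hand1 (IGDB14798, chromosome 14, 28912047-28914157), a bHLH factor of heart and lateral mesoderm, from 1.96 ± 2.40 to 83.4 ± 20.1 TPM (5.10, adjusted p = 9.21e-06). The amino acid transporter family gene slc7a4 (IGDB26250, chromosome 9, 18893611-18900514) fell from 121 ± 72.0 to 0.781 ± 0.0729 TPM (-5.95, adjusted p = 4.95e-07). Expression of eomes fell from 42.5 ± 9.31 to 0.0814 ± 0.115 TPM (-5.32, adjusted p = 8.79e-08). The level of vrtn (IGDB21007, chromosome 24, 17450794-17455115), which affects vertebral number in pigs, fell from 338 ± 38.5 to 8.85 ± 1.44 TPM (-5.11, adjusted p = 8.79e-08).

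Of 226 Homeobox genes 94 rose, 10 fell and 122 were not called (97 and 12 over the list alone, camera adjusted p = 2.80e-13, adjusted p = 0.563 with an estimated correlation). Among the 9 measured Hox genes 4 rose, 0 fell and 5 were not called (4 over the list alone, camera adjusted p = 5.58e-04, adjusted p = 0.452 with an estimated correlation). Within it, hoxa9 (IGDB12487) went from 0.626 ± 0.886 to 26.9 ± 10.5 TPM and hoxd3 (IGDB19353) from 0.0565 ± 0.0799 to 7.06 ± 2.34 TPM. Early neural genes rose in 27 of 43 cases, with 0 falls and 16 without a call (28 over the list alone, camera adjusted p = 1.10e-11, adjusted p = 0.452 with an estimated correlation). Abundance of fabp7 (IGDB20673), a fatty acid binding protein of neural progenitors, rose from 67.0 ± 14.4 to 389 ± 74.1 TPM. Vascular genes gave 8 rises among 13, 0 falls and 5 without a call (8 over the list alone, camera adjusted p = 3.52e-05, adjusted p = 0.488 with an estimated correlation), with the endothelial claudin cldn5 (IGDB25874) at 2.05 ± 2.16 and then 80.3 ± 13.3 TPM. In the cartilage and bone list of 36 genes 16 rose, 0 fell and 20 were not called (16 rises and 2 falls over the list alone, camera adjusted p = 5.51e-06, adjusted p = 0.673 with an estimated correlation). Expression of sox9 (IGDB25282), a chondrocyte regulator, rose from 3.66 ± 0.807 to 31.0 ± 2.32 TPM. Pigment cell genes rose in 10 of 21 cases, with 0 falls and 11 without a call (11 over the list alone, camera adjusted p = 9.13e-06, adjusted p = 0.660 with an estimated correlation), among them the melanosome gene tyrp1 (IGDB17153), from 0.263 ± 0.232 to 17.8 ± 2.5 TPM. The 20 myogenic regulators gave 10 rises, 2 falls and 8 without a call (10 and 2 over the list alone, camera adjusted p = 7.84e-04, adjusted p = 0.687 with an estimated correlation). The zinc finger family zf-C2H2 moved the other way: of 551 genes 35 rose, 117 fell and 399 were not called (37 and 129 over the list alone, camera adjusted p = 8.19e-07, adjusted p = 0.673 with an estimated correlation).

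From stage 19 to 25, the lens gene crybb1, the cardiac gene myl7 and the hatching enzyme gene lce rose. The level of crybb1 (IGDB12953, chromosome 12, 2101288-2104476), a lens crystallin, rose from 0.433 ± 0.143 to 153 ± 8.57 TPM (6.75, adjusted p = 1.39e-10). Abundance of myl7 (IGDB25849, chromosome 9, 5860553-5862579), a cardiac myosin light chain, rose from 0.782 ± 0.311 to 115 ± 8.09 TPM (6.03, adjusted p = 2.18e-10). Expression of lce (IGDB20812, chromosome 24, 9947245-9950219), the low choriolytic hatching enzyme, rose from 8.57 ± 1.84 to 415 ± 81.2 TPM (5.44, adjusted p = 4.27e-06). The level of gal (IGDB08467, chromosome 6, 4842078-4851253), which encodes galanin, fell from 32.6 ± 22.7 to 0.143 ± 0.0797 TPM (-4.69, adjusted p = 2.07e-06). Abundance of egr2 (IGDB18075, chromosome 19, 23373443-23375741), a hindbrain segment regulator, fell from 16.9 ± 4.23 to 0.211 ± 0.0850 TPM (-3.86, adjusted p = 4.82e-07), and the ubiquitin ligase gene fbxo32 (IGDB15665, chromosome 16, 13997355-14003340) from 41.6 ± 9.91 to 2.34 ± 0.538 TPM (-3.67, adjusted p = 4.62e-05).

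Among 9 lens genes 5 rose, 1 fell and 3 were not called (5 and 1 over the list alone, camera adjusted p = 5.11e-08, adjusted p = 0.252 with an estimated correlation). Abundance of cryba2 (IGDB19494) went from 0.433 ± 0.0942 to 50.4 ± 5.95 TPM. Of 13 vascular genes 8 rose, 0 fell and 5 were not called (8 over the list alone, camera adjusted p = 1.30e-07, adjusted p = 0.452 with an estimated correlation). Expression of plvap (IGDB22133), of endothelial diaphragms, rose from 0.598 ± 0.487 to 46.2 ± 4.34 TPM. The 16 sarcomere and skeletal muscle genes gave 9 rises, 1 fall and 6 without a call (9 and 1 over the list alone, camera adjusted p = 1.52e-06, adjusted p = 0.452 with an estimated correlation), and the 20 myogenic regulators 8 rises, 0 falls and 12 without a call (8 over the list alone, camera adjusted p = 2.90e-04, adjusted p = 0.661 with an estimated correlation). The myogenic factor myog (IGDB08330) rose from 0.246 ± 0.202 to 34.9 ± 5.37 TPM and tropomyosin tpm1 (IGDB23713) from 4.13 ± 2.2 to 34.5 ± 10 TPM. For 12 erythroid genes 5 rose, 0 fell and 7 were not called (6 over the list alone, camera adjusted p = 0.00145, adjusted p = 0.452 with an estimated correlation), among them rhag (IGDB20720), of the Rhesus complex, from 0.60 ± 0.00535 to 41.4 ± 6.73 TPM. Liver and plasma protein genes rose in 11 of 24 cases, with 1 fall and 12 without a call (13 and 1 over the list alone, camera adjusted p = 1.92e-06, adjusted p = 0.452 with an estimated correlation). Expression of complement c9 (IGDB13014) went from 5.70 ± 0.0392 to 41.2 ± 5.84 TPM. The count of 1899 genes called at this step becomes 974 without replicate 1 of stage 19 and 1061 without replicate 2 of stage 25.

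From stage 25 to 29, skeletal muscle, lens and nerve cell genes rose. The level of mmyhl1 (IGDB23892, chromosome 6, 24857631-24873757), a muscle myosin heavy chain, went from 0.00476 ± 0.00673 to 79.8 ± 95.3 TPM (5.47, adjusted p = 1.19e-04), with an SD larger than its mean. Abundance of wfikkn2 (IGDB25393, chromosome 8, 13492321-13495802), an inhibitor of GDF8 and GDF11, rose from 0.157 ± 0.00844 to 17.8 ± 4.51 TPM (4.0, adjusted p = 2.57e-06), and tfap2b (IGDB21037, chromosome 24, 18914846-18924446), an AP-2 factor, from 0.670 ± 0.0339 to 28.9 ± 19.6 TPM (3.98, adjusted p = 6.94e-06). Expression of oc90 (IGDB16398, chromosome 17, 9689976-9708378), an otoconial protein of the inner ear, fell from 45.5 ± 18.2 to 2.47 ± 0.203 TPM (-3.69, adjusted p = 4.01e-06). The level of prtg (IGDB21517, chromosome 3, 21596036-21619936), protogenin, fell from 293 ± 30.3 to 35.9 ± 8.20 TPM (-3.01, adjusted p = 7.02e-05), and the small heat shock gene hspb7 (IGDB13898, chromosome 13, 18815079-18818749) from 12 ± 0.571 to 0.830 ± 0.210 TPM (-2.84, adjusted p = 2.43e-04).

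Of 16 sarcomere and skeletal muscle genes 12 rose at this step, 0 fell and 4 were not called (12 over the list alone, camera adjusted p = 1.37e-12, adjusted p = 0.279 with an estimated correlation). Abundance of acta1 (IGDB21598), skeletal actin, rose from 165 ± 25.7 to 2589 ± 408 TPM. Among 31 neuronal and synaptic genes 18 rose, 1 fell and 12 were not called (22 and 1 over the list alone, camera adjusted p = 2.14e-12, adjusted p = 0.452 with an estimated correlation). The axon growth gene gap43 (IGDB14141) went from 12 ± 0.0836 to 74.1 ± 32.7 TPM and snap25 (IGDB20886), of synaptic vesicle fusion, from 3.5 ± 0.590 to 33.5 ± 18.8 TPM. Lens genes rose in 7 of 9 cases, with 0 falls and 2 without a call (7 over the list alone, camera adjusted p = 3.49e-10, adjusted p = 0.141 with an estimated correlation), and crybb1 reached 1046 ± 173 TPM. The 20 endocrine genes gave 7 rises, 1 fall and 12 without a call (9 and 1 over the list alone, camera adjusted p = 4.98e-05, adjusted p = 0.565 with an estimated correlation), with isl1 (IGDB26466), a factor of islets and motor neurons, going from 6.74 ± 1.09 to 44.6 ± 13.5 TPM. For 36 cartilage and bone genes 13 rose, 1 fell and 22 were not called (18 and 1 over the list alone, camera adjusted p = 8.02e-05, adjusted p = 0.687 with an estimated correlation). Of 16 glia and myelin genes 4 rose, 0 fell and 12 were not called (4 over the list alone, camera adjusted p = 0.00414, adjusted p = 0.452 with an estimated correlation). The count of 1749 becomes 611 without replicate 2 of stage 29, and 844 and 1036 without replicate 1 and replicate 2 of stage 25.

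From stage 29 to 32 a single gene was called. IGDB11595 (chromosome 1, 32694641-32698585), which has no symbol match, fell from 283 ± 20 to 27.2 ± 8.34 TPM (-3.36, adjusted p = 0.00203). By limma 0 genes rose, while 1624 genes had an unadjusted p under 0.05, 585 of them with a log2 change of at least 1. As sets, lists still shifted by camera while none of their members was called: cell cycle genes down (0 of 70 called, median -0.39, adjusted p = 4.95e-18) and neuronal genes up (0 of 31 called, 4 over the list alone, median 0.85, adjusted p = 2.89e-15). With an estimated correlation these gave adjusted p = 0.563 and adjusted p = 0.452. Sarcomere and skeletal muscle genes shifted up as well (0 of 16 called, median 0.60, adjusted p = 2.90e-04, adjusted p = 0.563 with an estimated correlation). So did photoreceptor and retina genes (0 of 20 called, 1 over the list alone, median 0.17, adjusted p = 0.00417, adjusted p = 0.689 with an estimated correlation), a result that ends without replicate 2 of stage 32 (adjusted p = 0.318). The count of 1 becomes 0 without replicate 1 of stage 29, 236 without replicate 2 of stage 29, 13 without replicate 1 of stage 32, and 2 without replicate 2 of stage 32 or either library of stage 38.

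From stage 32 to 36, photoreceptor genes were among the largest rises. Expression of rho (IGDB24535, chromosome 7, 16841259-16842858), rod opsin, rose from 5.74 ± 4.73 to 504 ± 136 TPM (6.41, adjusted p = 1.82e-07). The level of arr3 (IGDB14270, chromosome 14, 7960924-7966679), cone arrestin, rose from 3.41 ± 4.20 to 143 ± 65.7 TPM (5.38, adjusted p = 3.85e-05), and matn1 (IGDB12731, chromosome 11, 21862427-21866848), a cartilage matrix protein, from 3.93 ± 4.65 to 194 ± 92.8 TPM (5.64, adjusted p = 6.35e-06). Of 20 photoreceptor and retina genes 12 rose, 0 fell and 8 were not called (14 over the list alone, camera adjusted p = 3.02e-16, adjusted p = 0.334 with an estimated correlation), among them rpe65 (IGDB16890), of the visual cycle, from 4.93 ± 4.05 to 66.3 ± 1.49 TPM. Neuronal genes rose in 12 of 31 cases, with 0 falls and 19 without a call (17 over the list alone, camera adjusted p = 1.18e-13, adjusted p = 0.452 with an estimated correlation). The 70 cell cycle genes shifted down as a set with 0 called one by one (18 falls over the list alone, median -1.0, camera adjusted p = 2.42e-27, adjusted p = 0.452 with an estimated correlation). Of 122 bHLH genes 1 rose, 8 fell and 113 were not called (1 and 10 over the list alone, camera adjusted p = 5.87e-05, adjusted p = 0.673 with an estimated correlation).

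Falls at that step were led by dll1 (IGDB21587, chromosome 3, 24413906-24421449), a Notch ligand, from 50.1 ± 22.8 to 12.2 ± 7.14 TPM (-1.99, adjusted p = 0.0136). The TGF-beta family gene gdf11 (IGDB23134, chromosome 5, 27043355-27066791) fell from 37.5 ± 7.30 to 12.2 ± 2.51 TPM (-1.54, adjusted p = 0.0111). Without replicate 1 of stage 32 or of stage 36 the call of dll1 ends (adjusted p = 0.315 and 0.289), as does that of gdf11 (0.20 and 0.169), which also ends with a pseudocount of 0.1 (0.0613). The 930 genes called become 132 without replicate 1 of stage 32 and 193 without replicate 1 of stage 36.

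From stage 36 to 38, genes of digestive enzymes rose and cell cycle genes fell. Abundance of tryp (IGDB15974, chromosome 16, 21788040-21789440), trypsin, rose from 6.30 ± 3.78 to 909 ± 964 TPM (6.47, adjusted p = 1.49e-05). Expression of mc6ast3 (IGDB23345, chromosome 6, 3463290-3470540), an astacin family protease, rose from 0.0763 ± 0.108 to 70.7 ± 84.7 TPM (5.20, adjusted p = 1.35e-04), and fabp2 (IGDB11283, chromosome 1, 16697170-16698466), the intestinal fatty acid binding protein, from 6.63 ± 4.18 to 430 ± 506 TPM (5.09, adjusted p = 0.00501). The level of tbt-bp1 (IGDB01162, chromosome 11, 4284381-4290971), a tributyltin-binding protein, fell from 13.3 ± 1.40 to 1.69 ± 1.43 TPM (-2.52, adjusted p = 3.72e-04). The spindle checkpoint gene mad2l1 (IGDB17495, chromosome 18, 30700908-30704890) fell from 43.1 ± 12.31 to 8.92 ± 5.91 TPM (-2.26, adjusted p = 0.00197), and the centromere gene cenpu (IGDB12132, chromosome 10, 24543721-24548679) from 27.2 ± 3.17 to 7.04 ± 6.57 TPM (-2.10, adjusted p = 0.0210). Calls that end on leaving out 1 library are those of fabp2 (adjusted p = 0.0543 without replicate 1 of stage 36, 0.158 without replicate 2 of stage 38), mad2l1 (0.0561 without replicate 2 of stage 38) and cenpu (0.102, 0.108 and 0.501 without replicate 1 or 2 of stage 36 or replicate 2 of stage 38). With a pseudocount of 0.1 fabp2 gave adjusted p = 0.0819.

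Of 70 cell cycle genes 42 fell at this step, 0 rose and 28 were not called (64 over the list alone, camera adjusted p = 4.73e-27, adjusted p = 0.452 with an estimated correlation). Photoreceptor and retina genes rose in 12 of 20 cases, with 0 falls and 8 without a call (13 over the list alone, camera adjusted p = 2.11e-15, adjusted p = 0.343 with an estimated correlation), and rho reached 3797 ± 821 TPM. In the intestine and kidney list of 23 genes 9 rose, 0 fell and 14 were not called (11 over the list alone, camera adjusted p = 1.78e-08, adjusted p = 0.475 with an estimated correlation). All but 1 of 5 exocrine pancreas genes rose: 4 rises, 0 falls and 1 without a call (4 over the list alone, camera adjusted p = 2.59e-05, adjusted p = 0.447 with an estimated correlation). The level of carboxypeptidase cpb1 (IGDB18789) went from 1.51 ± 1.09 to 60 ± 69.0 TPM and phospholipase pla2g1b (IGDB13359) from 0.924 ± 0.397 to 14.9 ± 14.1 TPM. Early neural genes shifted down as a set, with 1 of 43 falling, 0 rising and 42 not called (9 falls over the list alone, median -0.75, camera adjusted p = 1.05e-08, adjusted p = 0.563 with an estimated correlation). The 935 genes called become 2281 without replicate 1 of stage 38, 234 without replicate 2 of stage 38, 260 without replicate 2 of stage 36 and 595 without replicate 1 of stage 36.

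From stage 38 to 40, 71 genes were called. Abundance of irf8 (IGDB07411, chromosome 3, 22284812-22287989), a macrophage factor, rose from 3.88 ± 0.0652 to 35.3 ± 12.6 TPM (2.85, adjusted p = 0.00251), and egln3 (IGDB20087, chromosome 22, 24324220-24330442), a prolyl hydroxylase of the hypoxia pathway, fell from 114 ± 18.3 to 8.07 ± 0.0822 TPM (-3.65, adjusted p = 0.00333). Expression of gadl1 (IGDB15587, chromosome 16, 9705694-9720439) rose from 2.32 ± 0.0367 to 31.2 ± 15.5 TPM (3.19, adjusted p = 0.00679), a call that ends without replicate 2 of stage 40 (0.0876) or without both libraries of the other strain (0.0856). The level of dpep1 (IGDB21424, chromosome 3, 17781227-17788959), a dipeptidase, rose from 7.82 ± 3.52 to 28.5 ± 16.4 TPM (1.68, adjusted p = 0.0431), a call lost on leaving out any of 18 single libraries, with no filter or a filter at 5 TPM, with a pseudocount of 0.1, with median-of-ratios scaling and without a trend. Homeobox genes shifted down as a set with 0 of 226 called (median -0.27, camera adjusted p = 2.38e-08, adjusted p = 0.673 with an estimated correlation), a result that ends without replicate 1 of stage 38 (adjusted p = 0.421). These 71 genes become 243 without replicate 1 of stage 40, 236 without replicate 2 of stage 38, and 116 without both libraries of the other strain.

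From stage 40 to 41, the hatching enzymes fell to near 0 and oocyte and immune genes rose. The hatching enzyme lce fell from 132 ± 132 to 0.0778 ± 0.00411 TPM (-6.46, adjusted p = 2.41e-07), hce (IGDB21752) from 61.6 ± 55.1 to 0.0138 ± 0.00322 TPM (-5.60, adjusted p = 1.33e-06), and mahce (IGDB21751, chromosome 3, 32681288-32682284) from 286 ± 249 to 0.0295 ± 0.0418 TPM (-7.78, adjusted p = 2.84e-08). A model with the symbol gb (IGDB17586, chromosome 19, 3029296-3030276), which 3 models share, rose from 1.74 ± 0.397 to 4321 ± 2901 TPM (10.45, adjusted p = 7.21e-10). Abundance of alv (IGDB20594, chromosome 24, 616666-618279), alveolin, an astacin protease of the egg, rose from 0.0864 ± 0.0276 to 144 ± 82.9 TPM (6.93, adjusted p = 8.15e-09). Expression of nqo1 (IGDB23699, chromosome 6, 16962827-16964114), a quinone reductase, rose from 0.0250 ± 0.0353 to 119 ± 72.8 TPM (6.73, adjusted p = 4.78e-09). Mitochondrial ATP6 (IGDB10286, chromosome MT, 8090-8772) fell from 93.3 ± 81.6 to 0.404 ± 0.331 TPM (-5.75, adjusted p = 0.0153). The call ends without replicate 1 of stage 40 (log2 change -4.72), either library of stage 41 (-5.99 and -5.51) or both libraries of the other strain (-6.54). Its level was already 0.224 ± 0.109 TPM at stage 38, and it varied widely within stages (398 ± 444 at stage 11). Mitochondrial genes together held 1.65 and 2.68% of TPM in the 2 libraries of stage 41. The near-0 level of ATP6 thus does not hold for mitochondrial genes as a whole.

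Of 16 oocyte and maternal genes 12 rose at this step, 0 fell and 4 were not called (13 over the list alone, camera adjusted p = 3.21e-14, adjusted p = 0.353 with an estimated correlation). The level of zar1 rose from 0.318 ± 0.450 to 59.0 ± 42.1 TPM, zar1l from 0.0363 ± 0.0514 to 33.0 ± 22.8 TPM, figla from 0.121 ± 0.0329 to 10.7 ± 5.45 TPM, and nanog from 0.108 ± 0.0561 to 8.85 ± 5.32 TPM. Among 19 germ cell genes 6 rose, 0 fell and 13 were not called (7 over the list alone, camera adjusted p = 2.19e-06, adjusted p = 0.452 with an estimated correlation), with tdrd1 going from 0.911 ± 0.0949 to 10.2 ± 5.12 TPM. The ovary and follicle list of 21 genes gave 7 rises, 1 fall and 13 without a call (9 and 1 over the list alone, camera adjusted p = 4.89e-06, adjusted p = 0.452 with an estimated correlation). The oocyte list shares 7 of its 16 members with the ovary list, 5 with the germ cell list and 2 with the cell cycle list, and 6 of the 16 were already at 1 TPM or more in both libraries of stage 40.

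Other groups moved at the same step. Among 14 myeloid and immune genes 9 rose, 1 fell and 4 were not called (9 and 1 over the list alone, camera adjusted p = 9.09e-10, adjusted p = 0.141 with an estimated correlation): cd74 (IGDB11974), the MHC class II invariant chain, rose from 21.4 ± 5.48 to 672 ± 205 TPM and lysozyme lyz (IGDB01855) from 7.78 ± 5.46 to 36.9 ± 8.95 TPM, while irf8 fell from 35.3 ± 12.6 to 6.32 ± 1.18 TPM. Liver and plasma protein genes rose in 7 of 24 cases, with 0 falls and 17 without a call (8 over the list alone, camera adjusted p = 3.42e-08, adjusted p = 0.447 with an estimated correlation). Hemopexin, hpx (IGDB05762), went from 21.7 ± 11.3 to 362 ± 213 TPM. Homeobox genes fell in 73 of 226 cases, with 1 rise and 152 without a call (84 and 2 over the list alone, camera adjusted p = 1.60e-10, adjusted p = 0.606 with an estimated correlation). Early neural genes gave 22 falls among 43, 0 rises and 21 without a call (26 over the list alone, camera adjusted p = 1.05e-08, adjusted p = 0.563 with an estimated correlation), and neuronal genes 15 falls among 31, 0 rises and 16 without a call (20 over the list alone, camera adjusted p = 9.32e-07, adjusted p = 0.660 with an estimated correlation). Photoreceptor genes fell in 9 of 20 cases, with 0 rises and 11 without a call (10 over the list alone, camera adjusted p = 8.29e-04, adjusted p = 0.687 with an estimated correlation), and lens genes in 6 of 9, with 0 rises and 3 without a call (6 over the list alone, camera adjusted p = 8.48e-04, adjusted p = 0.452 with an estimated correlation). Abundance of cryba4 (IGDB12954) fell from 1855 ± 604 to 491 ± 103 TPM. Without both libraries of the other strain the 3162 genes become 1263, and leaving out replicate 2 of stage 41 alone gives 1975.

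**Figure D4:**
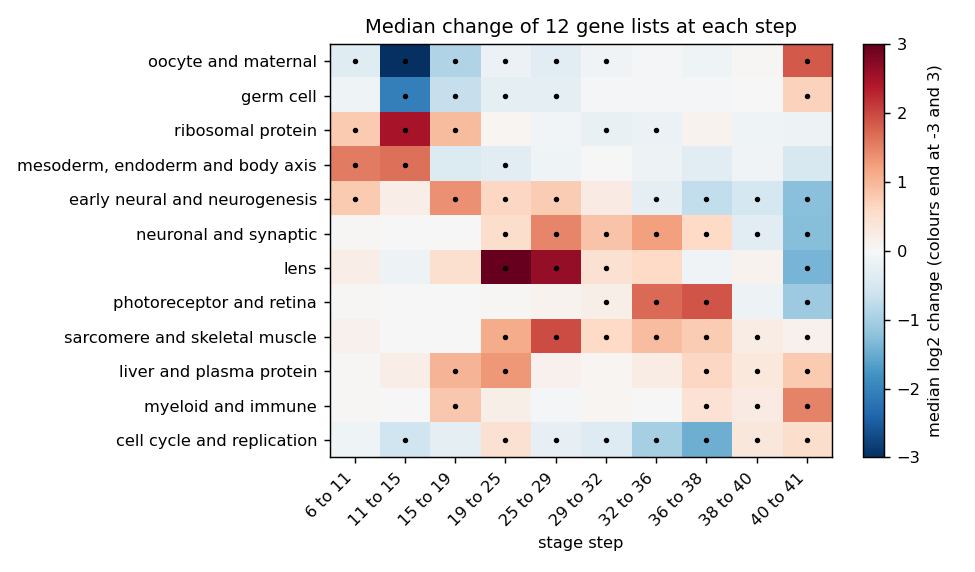
Median log2 change of 12 gene lists at each step, with a dot where camera gave an adjusted p under 0.05 at a preset correlation of 0.01. Colours end at -3 and 3. No dot remains with an estimated correlation.

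Over the 10 steps, camera called 181 of 500 tests of 50 lists, 101 up and 80 down. With an estimated correlation it called 0, with 44 at an unadjusted p under 0.05 and a lowest adjusted p of 0.141. That correlation was estimated from the fit without the replicate block. Differences between the replicate numbers that many genes share therefore enter it, and no estimate with the block is given here. Among the genes the study names, egr1 (IGDB11998), an immediate early factor, rose from 0.391 ± 0.405 to 3.48 ± 1.61 TPM between stages 11 and 15 (adjusted p = 0.0258), a call that ends without replicate 2 of stage 11 (0.167) or replicate 1 of stage 15 (0.190), with quantile normalization (0.105) and with a pseudocount of 5 (0.322). Expression of ddx4 (IGDB18120), the germ cell helicase vasa, fell from 170 ± 41.1 to 4.66 ± 1.91 TPM between stages 15 and 19 (-4.94, adjusted p = 8.09e-07) and rose from 1.89 ± 1.19 to 16 ± 11.4 TPM between stages 40 and 41 (2.44, adjusted p = 7.88e-04). The level of lpin2 (IGDB18841), a phosphatidate phosphatase, rose from 1.15 ± 0.0837 to 4.57 ± 2.11 TPM between stages 36 and 38 (adjusted p = 0.00315), a call that ends without replicate 2 of stage 38 (0.0697) and with a pseudocount of 0.1 (0.0609). Its change is under 1 with a pseudocount of 5 (0.62) and with quantile normalization (0.99). No step was called for rarb or rnf19a.

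Transcription factors were over-represented among genes with their highest stage mean at stage 32: 17.3% of them against 6.19% of other genes (odds ratio 3.17, Fisher's exact adjusted p = 2.67e-45). They were also over-represented among genes highest at stage 15 (1.73, adjusted p = 9.36e-13) and stage 29 (2.34, adjusted p = 9.74e-13), and at stage 36 (1.49, adjusted p = 1.60e-06), where the odds ratio is 1.16 (adjusted p = 0.203) without replicate 1. They were under-represented among genes highest at stage 38 (0.278), stage 40 (0.272, and 0.465 without replicate 1), stage 41 (0.451, adjusted p = 2.52e-14) and stage 19 (0.686, adjusted p = 0.0227), and at stage 11 (0.717, adjusted p = 0.00248), a result that ends without replicate 2 (1.01, adjusted p = 0.924). Long noncoding RNAs were rare among genes highest at stage 6 (0.25, adjusted p = 2.35e-11), where 22% of all genes had their peak. They were over-represented at stage 36 (2.00, adjusted p = 1.41e-04), and at stage 29 (2.12, adjusted p = 0.00768), results that end without replicate 2 (adjusted p = 0.0708 and 0.228). They were also over-represented at stage 15 (1.57, adjusted p = 0.0151), which ends with a minimum of 5 TPM (adjusted p = 0.156), and at stage 38 (1.49, adjusted p = 0.0363), which ends without replicate 1 (adjusted p = 0.0649) and reaches 2.48 without replicate 2. Genes are not independent draws in these exact tests, so the p-values describe these gene sets only.

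Soft clustering of the stage means into 30 groups placed 85.2% of genes in 1 cluster, 12.5% in 2 or more and 2.3% in none, at a membership above 0.3. By the stage of the highest cluster centre, 6 clusters peak at stage 15, 5 at stage 6, 4 at stage 32 and 4 at stage 41. With a fuzzifier of 1.5 in place of 1.25 the share in 1 cluster was 71.5%.

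The 2 libraries of stages 40 and 41 carry different strain labels, which gives a view of single genes that differ there. Genes 4-fold or more apart between replicates numbered 300 at stage 40 and 247 at stage 41, against 42 to 440 (median 95) at the 9 stages of one strain. Stage 11 gave 440 and stage 38 gave 352, both within one strain. At stages 40 and 41, 60 genes lay apart on the same side, against 46 at stages 36 and 38. Of those 60, 21 lay under 2-fold apart at every stage up to 38. Genes near 0 TPM up to stage 38 pass this filter in any case, and no such count was made for the 46. The 21 therefore cannot be credited to strain.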

Values the study reported

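The paper describes 26,548 genes with 40,960 transcripts, a median gene of 7.2 kb, a median transcript of 2.5 kb and 8 exons. It counts 1646 transcription factors in 68 families, with 578 of the C2H2 zinc finger type, 227 Homeobox genes and 129 bHLH genes, and 1135 long noncoding RNAs. It reports 20,885 genes (79%) as detected at 1 TPM in both replicates of a stage. Clustering into 30 groups placed 85.7% of genes in one cluster, 11.7% in several and 2.6% in none.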

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

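The single genes named in this part were looked up only after their number was seen. From stage 40 to 41, 4 genes moved 4-fold or more in opposite directions in the libraries of the 2 strain labels, with 1 library per label and stage and so without a test. IGDB10774 went from 59.0 to 447 TPM in replicate 1 and from 1466 to 272 TPM in replicate 2. IGDB10844 went from 3642 to 17728 and from 21590 to 1318 TPM, and IGDB13004 from 0.0176 to 14.4 and from 14.5 to 0.0420 TPM. Abundance of rrs1 (IGDB18731), a ribosome assembly gene, went from 1.74 to 37.3 and from 24.9 to 1.33 TPM. Between stages 36 and 38, where both replicates are of one strain, 3 genes did the same. The table of adult gonads holds 2 columns of the ovary library, which differ in 4 rows, and no column for the testis. It has 14842 identifiers at 1 TPM or more, and 639 of its identifiers are not in the time-course table. Within blocks of identifiers its values correlate with the embryo libraries at 0.116 at most. Its identifiers were therefore not matched to embryo genes, and it was not used here for any comparison with embryos.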

How the results depend on the processing

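The alternatives for lists with quantile normalization, a symbol overlap of 0.8, single libraries left out and the other strain left out were chosen only after the result was seen. The 22494 calls over the 10 steps became 13112 with a pseudocount of 5 and 7650 with a minimum log2 change of 2, and 19358 to 24344 on leaving out 1 library. A pseudocount of 5 gave 1635 genes from stage 6 to 11, 2214 from 15 to 19, 810 from 19 to 25, 835 from 25 to 29, 5 from 29 to 32, 404 from 32 to 36, 517 from 36 to 38 and 1439 from 40 to 41. A pseudocount of 0.1 gave 3794 from stage 6 to 11, 552 from 32 to 36, 539 from 36 to 38 and 20 from 38 to 40. A minimum change of 2 gave 1007, 3143, 1202, 635 and 549 at the 5 steps from stage 6 to 29, and 199, 229, 29 and 656 at the 4 steps from stage 32 to 41. Quantile normalization gave 1088 from stage 25 to 29 and 183 from 38 to 40, and a filter of 5 TPM gave 2 from 29 to 32. Without the other strain the steps from stage 38 to 40 and 40 to 41 gave 116 and 1263. Leaving out 1 library gave 1044 to 4222 from stage 6 to 11 (without replicate 1 or 2 of stage 11), 974 to 2027 from 19 to 25 (lowest without replicate 1 of stage 19), 611 to 1838 from 25 to 29 (lowest without replicate 2 of stage 29) and 0 to 236 from 29 to 32 (without replicate 1 or 2 of stage 29). It gave 132 to 1296 from stage 32 to 36 (lowest without replicate 1 of stage 32), 234 to 2281 from 36 to 38 (without replicate 2 or 1 of stage 38), 50 to 243 from 38 to 40 (highest without replicate 1 of stage 40) and 1975 to 3277 from 40 to 41 (lowest without replicate 2 of stage 41); the cause was not tested. Differences between replicate 2 and replicate 1 correlated between stages at 0.0478 to 0.669 (median 0.256, 53 of 55 pairs over 0.1); the planned rule asks for each pair over 0.1, so the numbers enter only as an alternative; with a replicate block 26418 calls were made, 2 from stage 29 to 32, 1492 from 36 to 38 and 110 from 38 to 40. Of the 52 named largest changes 43, of 222 calls of other named genes 119, and of 181 list calls 102 kept call and direction under each setting run, the estimated correlation left out, which called 0 lists. From stage 38 to 40, camera's direction turned without replicate 1 of stage 38 for the intestine and kidney (adjusted p = 0.808), liver (0.842), bHLH (0.852), Fork_head (0.475), HMG (0.877) and T-box (0.765) lists, and without replicate 2 of stage 38 for the cell cycle list (0.0164). Over all libraries left out these p ranged from 3.31e-08 to 0.808, 2.49e-08 to 0.842, 2.37e-05 to 0.852, 1.40e-06 to 0.972, 1.25e-07 to 0.877, 1.13e-04 to 0.765 and 2.42e-25 to 0.0164. The odds ratio of transcription factors highest at stage 11 was 0.717, 0.835 without replicate 1 and 1.01 without replicate 2. Over all genes the median correlation was 0.944 between adjacent stages and 0.790 between others. Genes 2-fold apart between replicates numbered 1746 (median of the one-strain stages), 2325 (stage 40) and 2140 (stage 41), and 4-fold with a pseudocount of 5 they numbered 31, 76 and 96. Isoform switching, ovary against testis and gonads beside embryos were not run.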

Other observations

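The tests with the replicate block, of the gonad explanation and of one scaling factor, the bootstrap bounds and the single profiles in this part were chosen only after the result was seen. The bounds hold 95% of 500 draws and measure the spread between genes, not between libraries. Some genes present in the early embryo were near 0 TPM from stage 36 to 40 and were seen again at stage 41. Abundance of nqo1 stood at 683 ± 243 TPM at stage 6 and 822 ± 352 at stage 11, was listed at 0 at stage 38 and reached 119 ± 72.8 at stage 41. Expression of alv stood at 17.1 ± 7.16 TPM at stage 6, at 0.0926 ± 0.131 at stage 38 and at 144 ± 82.9 at stage 41, its highest stage. The level of nanog stood at 633 ± 18.3 TPM at stage 6, was listed at 0 at stage 38 and stood at 8.85 ± 5.32 at stage 41.

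Some single muscle and skeletal genes were high late. Skeletal actin acta1 stood at 2589 ± 408 TPM at stage 29, 23744 ± 8329 at stage 40 and 21053 ± 1358 at stage 41, and the fast muscle myosin light chain mylpf (IGDB25036) rose from 1208 ± 158 at stage 40 to 10146 ± 2545 at stage 41. Collagen X, col10a1 (IGDB21088), a product of hypertrophic cartilage and bone, rose from 30.5 ± 7.56 to 1168 ± 1082 TPM at that step. Of the 16 sarcomere genes 2 rose at that step, 0 fell and 14 were not called (2 over the list alone, medians -0.08 in replicate 1 and 0.31 in replicate 2, camera adjusted p = 0.0290, adjusted p = 0.705 with an estimated correlation), a result that ends without replicate 2 of stage 40 (0.320), replicate 1 of stage 41 (0.154) or the other strain (0.0815), with quantile normalization (0.146) and with a symbol overlap of 0.8 (0.0537). Of 17 Pou family genes 6 rose from stage 25 to 29, 1 fell and 10 were not called (8 and 1 over the list alone, camera adjusted p = 3.88e-05, adjusted p = 0.499 with an estimated correlation). Among 14 segmentation and Notch genes 6 rose from stage 6 to 11, 0 fell and 8 were not called (7 over the list alone, camera adjusted p = 5.74e-04, adjusted p = 0.563 with an estimated correlation).

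Few genes were called from stage 29 to 32. The SD across genes of this step was 0.497 within replicate 1 and 0.381 within replicate 2. Both lie lower than at the step before and after in the same replicate, which is what a small change between these stages would give. The number of calls also depended on single libraries, most on replicate 2 of stage 29, so the SDs alone do not settle the cause. With the replicate block the step gave 2 genes, which argues against one fixed difference in processing between the replicates as the cause. Replicate 2 could also be further along in development. Its difference from replicate 1 correlates with the surrounding change at 0.413 at stage 29 and 0.302 at stage 32 (bounds 0.284 to 0.321). Stage 38 gave 0.486, and stages 15, 19, 25 and 40 gave 0.004, 0.150, 0.063 and 0.061. Stages 11 and 36 gave -0.584 and -0.239. The bounds at stage 32 span the planned limit of 0.3, so that explanation stays open, and an embryo count by age in each sample would test it.

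The oocyte list rose from stage 40 to 41, and a growing larval ovary may be the source, a hypothesis that sexed single larvae would test; the study's methods speak of larval gonads taken by dissection. For gonads in place of whole larvae, medians of -5 or lower were set for the lens and photoreceptor lists, and they were -1.40 and -1.10. Members low at stage 40 cannot fall by 5 on this scale, so that limit does not decide. At stage 41 crybb1 still stood at 639 ± 176 TPM and rho at 1356 ± 317, which argues against gonads alone. A share of gonad in the samples was not tested. Within replicate 1 both libraries are of one strain, and the list's median change there was 1.55. Its bounds of 0.902 to 2.55 lie above the 0.5 planned for strain as the cause. They measure the spread between genes, not between libraries, and each stage has 1 library within replicate 1. The values argue against the strain of replicate 2 as the whole source only for these 2 libraries. A part stays open, since the lower bound is under the planned limit of 1. The 14 members outside the cell cycle list gave 1.47 in replicate 1 and 2.24 in replicate 2. Egg RNA mixed into the samples stays open as well, since of 100 genes high at stage 6 and low at stage 40, 58% rose in replicate 1 and 69% in replicate 2, between the limits of 50 and 80% set for it. The ovary and germ cell lists had medians of 0.51 and 0.41 in replicate 1 and 1.31 and 0.76 in replicate 2, and the oocyte list shares 7 of its 16 members with the ovary list.

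Replicate 1 and replicate 2 differ in the same genes at many stages. With stages as blocks, limma called 4700 genes between the replicate numbers (3611 higher in replicate 2). The highest of 99 other assignments gave 84. Only the real one of 100 gave as many, the lowest share that 100 assignments can give, which argues against chance. One scaling factor per library as the whole source is argued against, since 71.0% of these genes were called in the same direction after median-of-ratios scaling, though the share higher in replicate 2 depends on it (2249 of 4651 scaled). Gene length as the main source is argued against, as the mean difference had a Spearman of -0.0956 with transcript length, under the 0.3 planned in size for it; the bounds of -0.110 to -0.083 span the planned limit of 0.1, so a part stays open. Columns of replicate 1 add up to 980148 to 998174 TPM and those of replicate 2 to 1000000; no biological explanation was tested, and sequencing date or batch may be asked of the submitters.

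The mitochondrial share of the libraries ran from 0.932 to 14.9% of TPM, and the 10 most abundant genes took 6.19 to 25.5%.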
